# DNMT1 is a negative regulator of osteogenesis

**DOI:** 10.1242/bio.058534

**Published:** 2022-03-03

**Authors:** Chen Tao, Jia Liu, Ziqi Li, Pinglin Lai, Sheng Zhang, Jiankun Qu, Yujin Tang, Anling Liu, Zhipeng Zou, Xiaochun Bai, Jianwei Li

**Keywords:** DNMT1, MSC, Osteoblast, Methylation

## Abstract

The role and underlying mechanisms of DNA methylation in osteogenesis/chondrogenesis remain poorly understood. We here reveal DNA methyltransferase 1 (DNMT1), which is responsible for copying DNA methylation onto the newly synthesized DNA strand after DNA replication, is overexpressed in sponge bone of people and mice with senile osteoporosis and required for suppression of osteoblast (OB) differentiation of mesenchymal stem cells (MSCs) and osteoprogenitors. Depletion of DNMT1 results in demethylation at the promoters of key osteogenic genes such as RORA and Fgfr2, and consequent upregulation of their transcription *in vitro*. Mechanistically, DNMT1 binds exactly to the promoters of these genes and are responsible for their 5-mc methylation. Conversely, simultaneous depletion of RORA or Fgfr2 blunts the effects of DNMT1 silencing on OB differentiation, suggesting RORA or Fgfr2 may be crucial for modulating osteogenic differentiation downstream of DNMT1. Collectively, these results reveal DNMT1 as a key repressor of OB differentiation and bone formation while providing us a new rationale for specific inhibition of DNMT1 as a potential therapeutic strategy to treat age-related bone loss.

## Abstract (precis)

**Summary:** DNMT1 is overexpressed in sponge bone of people and mice with senile osteoporosis and required for suppression of osteoblast (OB) differentiation of mesenchymal stem cells (MSCs) and osteoprogenitors.

## INTRODUCTION

Bone-derived mesenchymal stem cells (BMSCs) are the multipotent progenitors responsible for maintaining the non-hematopoietic cell populations of the bone marrow, cortical bones (Fernandez-Moure et al., 2015), and trabeculae (Wang et al., 2015; Sottile et al., 2002). The lineage-specific commitment of BMSCs to osteoblasts (OBs), chondrocytes, or adipocytes and consequent formation of bone, cartilage, or marrow fat, respectively, is a tightly regulated process that is dependent on various signaling mechanisms (Pierce et al., 2019). The commitment into OBs, chondrocytes or adipocytes in the BMSCs population can be coordinately modulated by Wnt, transforming growth factor-beta (TGFβ)/bone morphogenetic proteins (BMPs), hedgehog proteins, Notch, endocrine hormones such as parathyroid hormone (PTH), and various growth factors through the coordination of master OB transcription factors (TFs) β-catenin/TCF4, runt-related transcription factor 2 (Runx2) and Osterix 1 (Osx1/Sp7), chondrogenic TFs Sox9/Sox6/Sox5 and adipogenic TFs peroxisome proliferator-activated receptor γ (Pparγ) and CCAAT/enhancer-binding protein α (c/EBPα) (Pierce et al., 2019; Chen et al., 2016; Kawakami et al., 2006; Akiyama and Lefebvre, 2011). Despite the fact that the roles of these key programs in osteogenesis, chondrogenesis, or adipogenesis have been revealed, the epigenetic mechanism governing the balance of them is largely unknown.

Most of the CpGs dinucleotides in the mammalian genome are found in clusters that form so-called CpG islands, often at gene promoters. CpGs are the primary targets of DNA methylation to generate 5-methylcytosine (5mC) in mammalian cells. 5mC is enzymatically deposited and removed by DNA methyl transferases (DNMTs) and demethylases of the ten-eleven translocation (TET) family, respectively (Schubeler, 2015). DNMT1 was the first identified and is the most abundant DNMT type in mammalian somatic cells (Goll and Bestor, 2005; Bestor, 2000) responsible for copying DNA methylation onto the daughter DNA strand after DNA replication while DNMT3A and DNMT3B, together with DNMT3L, catalyze *de novo* methylation in non-proliferating cells (Schubeler, 2015). The functional relevance of DNMT1 during mammalian embryo development is highlighted by evidences that ablation of Dnmt1 in mice results in embryonic lethality by day 8.5 post coitum (Li et al., 1992). DNMT1 is essential to maintain both stem cells (Sheaffer et al., 2014) and progenitors in intestinal epithelium (Elliott et al., 2015), to maintain progenitor cell survival during pancreatic organogenesis (Georgia et al., 2013), as well as to restrain alveolar type 2 cell fate in lung endoderm development (Liberti et al., 2019). Despite the role of DNA methylation has been implicated in cartilage development (Yamashita et al., 2018; Zhang et al., 2016; Taylor et al., 2016), the precise contribution of DNMT1 in bone development and degeneration is currently unclear.

In the present study, we show that DNMT1 protein expression is reduced during OB differentiation, while enhanced in osteoprogenitors and chondroblasts of trabecular bone from human and mice with senile osteoporosis (SOP). Depletion of DNMT1 promoted differentiation of both OBs and chondrocytes *in vitro*. Remarkably, DNMT1 depletion rendered hypomethylation at nearly all chromosomes, especially promoter CGIs of genes involved in ossification, bone morphogenesis, and chondrocyte differentiation, including but not limited to Fgfr2, RORA, and Itga8, while suppressing their expression. Importantly, the current study revealed a novel role of DNMT1 in control of chondrocyte and OB differentiation of MSC and consequent skeletal development, implicating a potential role of DNMT1 in the development of osteoporosis. Thus, an in-depth investigation of the effect of targeted DNMT1 inhibition on the treatment of osteoporosis is warranted in light of our findings.

## RESULTS

### DNMT1 expression is enhanced in trabecular bone of aging human and mice

To get a better understanding of the regulatory mechanism of age-related osteoporosis, the differentially expressed proteins in the distal femur of 16-month C57BL/6 mice (aging mice) versus that of their 3-month-old counterparts (young mice) were analyzed by an iTRAQ-LC-MS/MS proteomic approach. Proteins upregulated in the aging mice (more than twofold) were analyzed by the DAVID Tools (https://david.ncifcrf.gov/), with proteins related to chromatin binding shown (Fig. 1A). Interestingly, DNMT1 expression was significantly enhanced in the trabecular bone and articular cartilage of aging mice (Fig. 1B). Consistently, immunohistochemistry (IHC) analysis also confirmed that DNMT1 expression level was upregulated in both the chondrocyte progenitors near the articular surface and the osteoprogenitors lining the trabecular surface in aging mice (Fig. 1B), which are demonstrated to be multipotent (Sottile et al., 2002). Likewise, an elevated DNMT1 protein level was also observed in osteoprogenitors lining the trabeculae surface in bone sections from the femoral trochanter of osteoporosis patients, in comparison with that of a healthy young male (Fig. 1C).

**Fig. 1.**
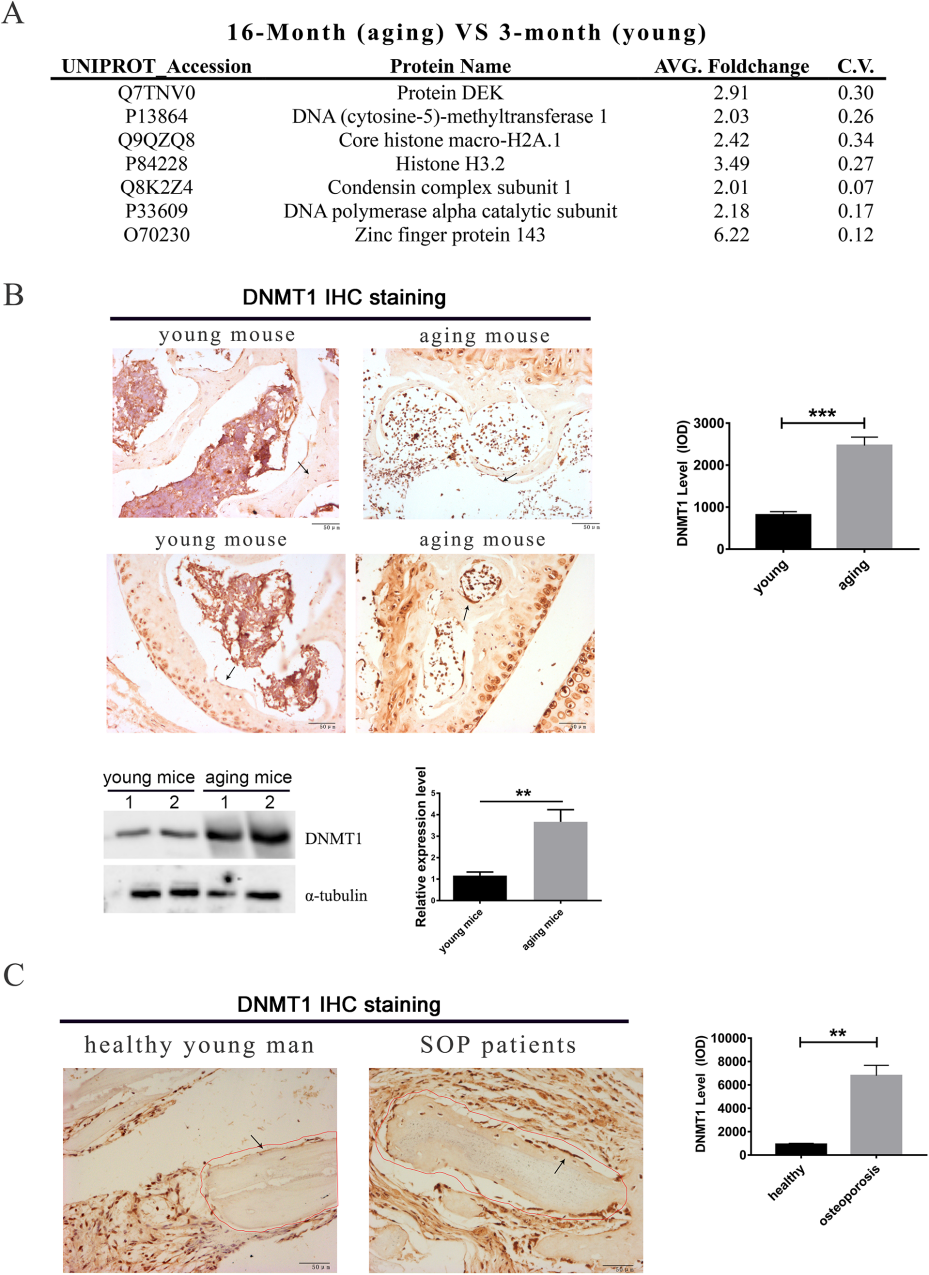
**DNMT1 expression is enhanced in trabecular bone of aging human and mice.** (A) iTRAQ-LC-MS/MS proteomic assay of the distal femur lysate of the 3-month (control) and 16-month (aging) C57BL/6J mice. Proteins with at least twofold upregulation were subjected to a GO_MF enrichment assay using the DAVID online software. Proteins in the ‘chromatin binding’ category were shown. (B) Upper panel, IHC staining for DNMT1 in the sponge bone or articular cartilage regions of distal femur from these mice. Lower panel, distal femora of these mice were analyzed for the indicated proteins by western blotting. Representative images were shown in the left and quantitation by Image J software was shown in the right. Representative bone lining preosteoblasts were indicated by black arrows. **, *P*<0.01, ***, *P*<0.001 (two-tailed paired *t*-tests, *n*=6). (C) IHC staining for DNMT1 in femur neck sections of healthy young males or patients with age-related osteoporosis (senile osteoporosis, SOP). Representative images were shown in the left and quantitation was shown in the right. **, *P*<0.01 (two-tailed unpaired *t*-tests, *n*=6 for healthy young males and *n*=10 for osteoporosis patients).

### DNMT1 suppresses osteogenesis *in vitro*

The mouse C3H10T1/2 mesenchymal stem cells (MSCs), which derive from C3H mouse embryos, bear characteristics suitable for studies on the stem cell commitment program (Bowers et al., 2006; Katagiri et al., 1990). C3H10T1/2 cells during OB differentiation demonstrated a marked reduction in DNMT1 expression, as manifested by both RT-qPCR (Fig. 2A) and western blotting (WB) assay (Fig. 2B). Alkaline phosphatase (ALP) is expressed by early-stage OBs and hence used as a hallmark for early OB differentiation (Gordon et al., 2010). DNMT1 depletion by siRNA resulted in a significant enhancement in OB differentiation of the MSCs, as visualized by ALP staining (Fig. 2C). The efficiency of DNMT1 knockdown and its effects on OB markers were also confirmed by WB assay (Fig. 2D). MC3T3-E1 cells represent progenitor cells committed to, but not terminally differentiated osteoblasts. Consistently, DNMT1 depletion also led to a marked enhancement in OB differentiation from MC3T3-E1 osteoprogenitors, as observed from both ALP staining (Fig. 2E) and WB assay (Fig. 2F). These results collectively suggest DNMT1 may suppress OB differentiation both at the lineage commitment step and at the later differentiation step.

**Fig. 2.**
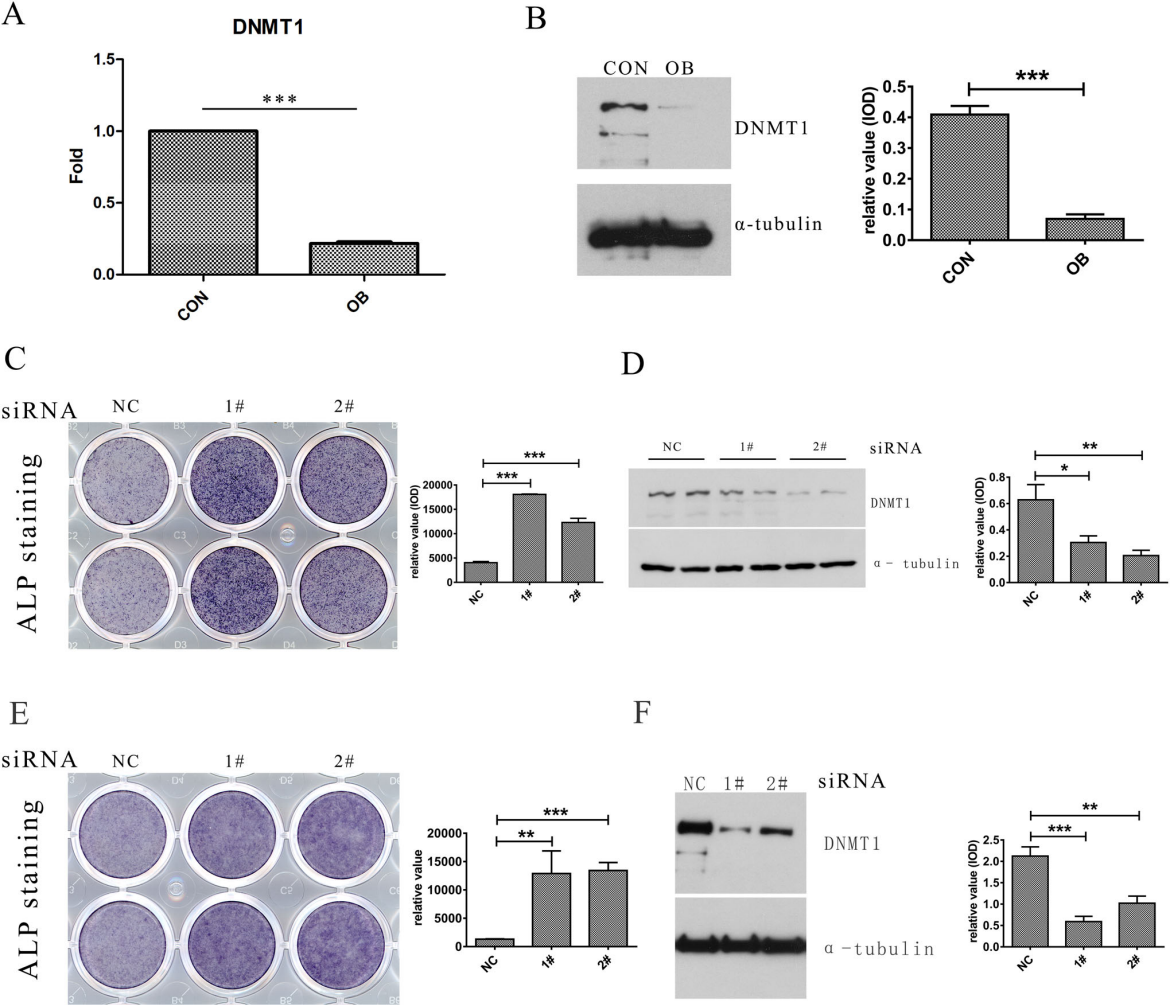
**DNMT1 suppresses osteogenesis *in vitro*.** C3H10T1/2 MSCs were induced for osteoblast (OB) differentiation with the osteogenic medium for 3 days. The cells were then harvested and lysed for either RT-qPCR (A) or western blotting (B) analysis for DNMT1 expression. C3H10T1/2 cells were transfected with NC or DNMT1 siRNA and cultured in osteogenic medium for 8 days, with OB differentiation analyzed by alkaline phosphatase (ALP) staining (C) and DNMT1 depletion examined by western blotting (D). MC3T3-E1 cells were treated as above, followed by OB differentiation analyzed by ALP staining (E) and DNMT1 depletion examined by western blotting (F). Representative images were shown in the left and quantitation by Image J software was shown in the right. *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001 (two-tailed unpaired *t*-tests, *n*=3).

### DNMT1 controls methylation of osteogenic and chondrogenic genes and suppresses their expression

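C3H10T1/2 is a mouse cell line that behaves as mesenchymal stem cells, and bisulfite sequencing reads which cytosines were methylated, because bisulfite converts unmethylated cytosines and spares methylated ones. Cells were transfected with DNMT1 siRNA (siDNMT1) or a non-targeting siRNA (NC) and were either left uninduced or induced for OB differentiation for 3 days, which gives 4 conditions. The sample labels add a transfection time of 48 h. Each condition was sequenced as 1 library, so no difference between conditions below has a replicate check. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with Bismark, and deposited the fraction of methylated CpG cytosines (the methylation level, from 0 to 1) in each of 8 classes of regions: CpG islands, CpG island shores, promoters, 5′ UTRs, exons, introns, 3′ UTRs and repeats. Regions of genes carry Ensembl gene identifiers, with a single level per gene and class. The NC uninduced library lists 158494 regions, the siDNMT1 uninduced library 159705, the NC OB library 158585 and the siDNMT1 OB library 155398. The values are fractions without read counts, so the depth behind each level is unknown, and no confidence interval for a single level can be given. The island coordinates belong to GRCm38 (the assembly of mm10): all 14354 islands on chromosomes 1 to 19, X and Y start and end with a CG dinucleotide there once their starts are counted from 0. Of the 21121 promoters listed in any library, 21110 have identifiers in the GENCODE vM21 annotation, and 20152 have a level in all 4 libraries. Differences below are siDNMT1 minus NC, computed over the regions with a level in all 4 libraries. A region was counted as changed when its level differed by at least 0.1. The coverage minimum behind a listed region is not known, and a minimum of another size would change which regions are counted.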

Aiming to identify potential target genes methylated by DNMT1, we performed reduced representation bisulfite sequencing (RRBS), an approach believed to cover a large majority of CpG islands at a single-nucleotide level (Nagarajan et al., 2014), to analyze the differentially methylated regions (DMRs) or loci (DMLs) in DNMT1-depleted C3H10T1/2 MSCs before or after OB differentiation for 3 days. As expected, DNMT1 depletion resulted in more hypomethylated (relative to hypermethylated) regions at the whole-genome level (Fig. 3A, left), as manifested by a circos plot. This disparity was even more prominent after early OB differentiation (3d) (Fig. 3A, right). 

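Before OB induction, 164 promoters had a level at least 0.1 lower in the siDNMT1 library than in the NC library and 135 had a level at least 0.1 higher. Promoters that fell thus made up 54.8% of the changed ones (95% Wilson interval 49.2% to 60.4%, which treats promoters as independent and carries no replicate error). The interval includes 50%, an even split. Over all 20152 promoters the median difference was -0.000713. In 4 other classes the interval of the share that fell lay above 50%: exons, with 186 that fell and 147 that rose (50.5% to 61.1%), introns, with 152 and 109 (52.2% to 64.1%), 3′ UTRs, with 70 and 48 (50.3% to 67.8%), and repeats, with 1574 and 1284 (53.2% to 56.9%). Among CpG island shores, 144 fell and 170 rose, a share of 45.9% that fell (95% Wilson interval 40.4% to 51.4%), while their median difference was -0.00223. Among 5′ UTRs, 74 fell and 87 rose, a share of 46.0% (38.4% to 53.7%), with a median of 0.000635. Both intervals include 50%, as that of promoters does. The choice of threshold moved the promoter result most: at a change of at least 0.2, 25 promoters fell and 38 rose, so that 39.7% of the changed promoters fell (28.5% to 52.0%, which includes 50%). At a change of at least 0.05, 740 fell and 519 rose, a share of 58.8% (56.0% to 61.5%, above 50%).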

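After 3 days of OB induction, 282 promoters fell by at least 0.1 in the siDNMT1 library relative to the NC library and 159 rose, a share of 63.9% that fell (95% Wilson interval 59.4% to 68.3%). The median difference over promoters was -0.00371. The share that fell was 9.10 percentage points higher than before induction. Promoter by promoter, the OB difference was lower than the uninduced difference at 60.2% of promoters, with a median gap of -0.00292. In the gene bodies, taken as the exon and intron entries together, 569 fell and 270 rose after induction, against 338 and 256 before it. Shores had 299 that fell and 127 that rose, and 5′ UTRs 136 and 69. The 2 NC libraries, which received the same siRNA and differ in OB induction, give a yardstick for these counts: between them 284 promoters fell and 153 rose from the uninduced to the OB library. Between the 2 siDNMT1 libraries 469 fell and 208 rose. The yardstick differed by class. More introns fell with siDNMT1 after induction (258, with 112 that rose) than between the NC libraries (195 and 154). So did repeats (2419 and 1383, against 1487 and 1637) and 3′ UTRs (106 and 53, against 71 and 57). Exons had 311 and 158, against 280 and 162. Fewer fell than between the NC libraries among shores (330 and 140 there), 5′ UTRs (178 and 92 there) and islands (50 and 46, against 121 and 45). Few promoters changed by at least 0.1 in both siDNMT1 comparisons: 26 fell in both, 22 rose in both and 50 changed in opposite directions.

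**Figure D1:**
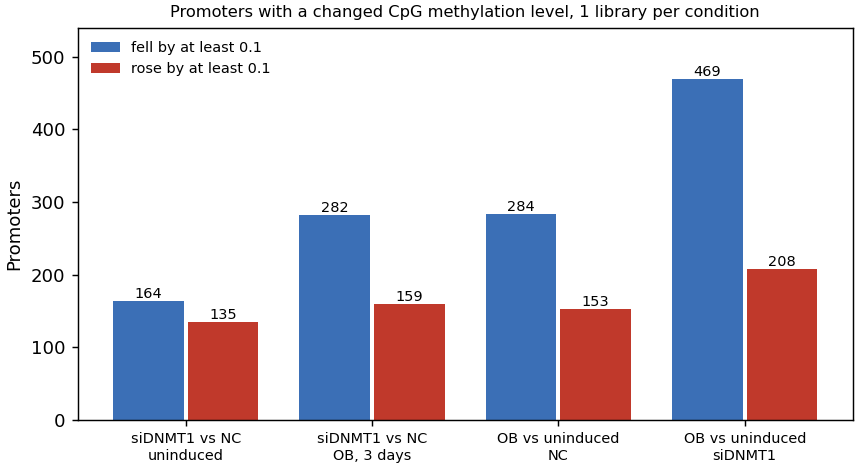
Number of promoters (vertical axis) whose methylation level fell (blue) or rose (red) by at least 0.1, for siDNMT1 against NC in uninduced cells and after 3 days of OB induction, and for OB against uninduced cells within NC and within siDNMT1. Each comparison sets 1 library against 1 library, so the bars have no error. The 282 promoters that fell after OB induction compare with 284 between the 2 NC libraries.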

In particular, top-methylated regions in these MSCs were slightly reduced by DNMT1 depletion at the rest state, and to a greater extent after early OB differentiation, observed from a violin plot (Fig. 3B). 

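The 1257 promoters with a mean level of at least 0.75 over the 4 libraries were taken as top-methylated. Their median level was 0.815 in the NC uninduced library and 0.802 in the siDNMT1 uninduced library, and 0.812 in the NC OB library and 0.791 in the siDNMT1 OB library. Promoter by promoter, the median difference was -0.00983 before induction (95% interval from order statistics -0.0113 to -0.00876) and -0.0195 after it (-0.0211 to -0.0185). The level was lower with siDNMT1 at 943 of these promoters before induction and at 1065 after it. Between the 2 NC libraries the median difference of the same promoters was -0.000257, with 642 lower and 609 higher. Between the 2 siDNMT1 libraries it was -0.0106, with 915 lower and 338 higher in the OB library. The 90th percentile over all promoters was 0.708 in the NC uninduced, 0.700 in the siDNMT1 uninduced, 0.706 in the NC OB and 0.683 in the siDNMT1 OB library. The difference grew with the level of the promoter up to 0.75: after OB induction its median at autosomal promoters was 9.04e-05 below a level of 0.05, -0.0139 from 0.3 to 0.5 and -0.0208 from 0.5 to 0.75. In the same classes the OB minus uninduced median of the 2 NC libraries was -0.00153, -0.0128 and -0.00191. From 0.3 to 0.5 the siDNMT1 difference was thus close to that between the NC libraries. From 0.05 to 0.1 and from 0.1 to 0.3 it was smaller than that between the NC libraries, with -0.00379 and -0.00856 against -0.00853 and -0.0165. The choice of promoters moved the size but not the sign of the result, most of all at a mean level of at least 0.9, where the median of 80 promoters after induction was -0.0117. Picked by the NC library alone, the median difference was -0.0119 before and -0.0226 after induction, and picked by the siDNMT1 library alone it was -0.00781 and -0.0167. From the circos plots of Fig. 3A and the violin plot of Fig. 3B, the paper states that DNMT1 depletion gave more hypomethylated than hypermethylated regions across the genome and lowered the top-methylated regions slightly, both to a greater extent after OB differentiation.

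**Figure D2:**
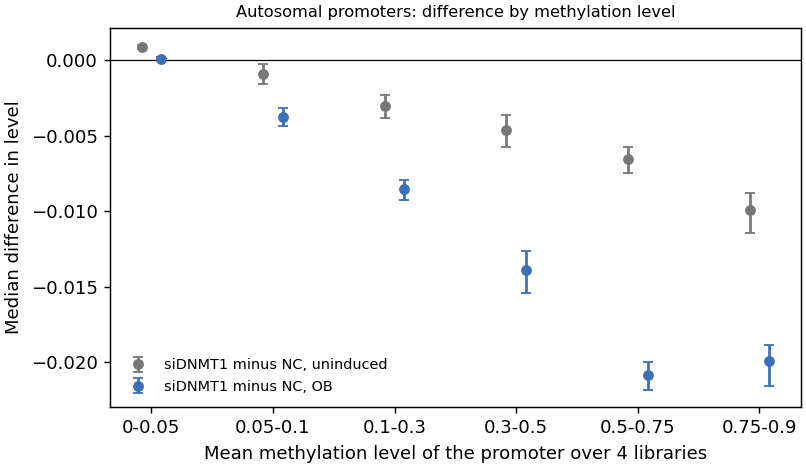
Median siDNMT1 minus NC difference in methylation level (vertical axis) of autosomal promoters, grouped by their mean level over the 4 libraries (horizontal axis), for uninduced cells (grey) and after OB induction (blue). Bars are 95% intervals of the median over promoters, which do not include variation between cultures. The points lie near 0 at the least methylated promoters and at -0.00995 and -0.0199 at levels of 0.75 to 0.9.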

Gene ontology (GO) enrichment analysis for genes with differentially methylated promoter regions revealed that functional categories related to OB differentiation or organ development were enriched before (Fig. 3C) or after early OB differentiation (Fig. 3D). 

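The network of Fig. 3C names 25 genes, of which 21 have a promoter level in all 4 libraries. Without OB induction their siDNMT1 minus NC difference had a median of 0.00254, with 10 promoters lower and 11 higher, and the largest fall was -0.0644 at Zfx and the largest rise was at Grem1. Among 10000 random lists of as many promoters matched on mean level, this median stood at percentile 85.5, as a description of these 2 libraries. Fig. 3D names 13 genes, all with a promoter level. After OB induction their median difference was -0.00721, with 7 lower and 6 higher, between -0.0880 at Hoxa6 and 0.0169 at Nespas. Its percentile among random lists was 54.7. Of the promoters in these lists, Grem1 alone changed by at least 0.1. The X chromosome holds 11 of the 25 genes of Fig. 3C (8 of the 21 with a promoter level), while 2.91% of all promoters with a level are X-linked. X-linked promoters crossed the threshold more often than autosomal ones before induction, 5.63% of 586 against 1.36% of 19542, in both directions: 15 fell and 18 rose. Their median difference was 0.000947 before induction and -0.00897 after it. The alternative that moved the Fig. 3C percentile most was to keep its autosomal genes alone, which gave 69.4. For Fig. 3D it was to rank lists by the share of promoters with a lower level, a smaller share ranking higher, which gave 85.1. Matched also on being X-linked or autosomal, the percentiles were 71.6 and 59.1. The paper's lists come from DMRs that overlap a promoter, whereas these values cover each promoter as a whole, and the GO enrichment was not recomputed here.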

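The files list each of the genes below by its Ensembl identifier, and the coordinates are those of GENCODE vM21 on GRCm38. The promoter level is a single value for the sequence 2 kb upstream of the transcription start, as the authors define it. Ihh (ENSMUSG00000006538, minus strand of chromosome 1 from 74945315 to 74951672) had a promoter level of 0.144 in the NC and 0.152 in the siDNMT1 library before OB induction. At Grem1 (ENSMUSG00000074934, minus strand of chromosome 2, 113746164 to 113758646) the level rose from 0.395 to 0.495. It was the only promoter of this group with a difference of at least 0.1, and of the 500 promoters nearest to it in level 2.20% differed as much. Rora (ENSMUSG00000032238, plus strand of chromosome 9, 68653786 to 69388246) stood at 0.124 with NC and 0.126 with siDNMT1. Npnt (ENSMUSG00000040998, minus strand of chromosome 3, 132881745 to 132950291) stood at 0.122 and 0.111. After OB induction, the promoter of Itga8 (ENSMUSG00000026768, minus strand of chromosome 2, 12106632 to 12301922) had a level of 0.0165 with NC and 0.0173 with siDNMT1. Fgfr2 (ENSMUSG00000030849, minus strand of chromosome 7) went from 0.250 to 0.238, and 65.8% of the 500 promoters nearest in level differed as much. GENCODE extends this gene to 133123350, whereas RefSeq ends it at 130266808, so the start that its promoter entry refers to is uncertain. Dnmt3a (ENSMUSG00000020661, plus strand of chromosome 12, 3806007 to 3914443) went from 0.291 to 0.256, Gata3 (ENSMUSG00000015619, minus strand of chromosome 2, 9857078 to 9890034) from 0.406 to 0.398 and Hoxa6 (ENSMUSG00000043219, minus strand of chromosome 6, 52206288 to 52208722) from 0.663 to 0.575. Of the 9 promoters, 5 were lower with siDNMT1 in the comparison for which Fig. 3 shows them. Other regions of the genes gave other directions or sizes. The exons of Rora fell from 0.228 to 0.167 before induction, and the 5′ UTR of Itga8 from 0.0204 to 0.0117 after it. Larger falls after induction were at the 5′ UTR of Hoxa6, from 0.446 to 0.150, and at that of Gata3, from 0.537 to 0.367. Of the 500 5′ UTRs nearest in level, 0.6% and 2.40% differed as much.

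**Figure D3:**
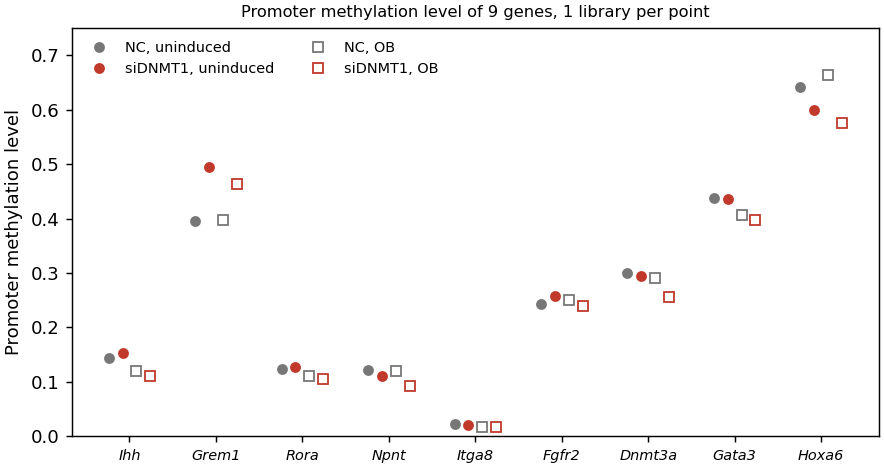
Promoter methylation level (vertical axis, 0 to 1) of 9 genes in the NC (grey) and siDNMT1 (red) libraries, uninduced (filled circles) and after 3 days of OB induction (open squares). Each point is 1 library, so no error is shown. Grem1 stands out with 0.395 against 0.495 before induction, while the 4 points of Rora lie between 0.105 and 0.126.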

The relative methylation levels and locations at the promoter regions of the most representative genes were shown (Fig. 3E), including Indian hedgehog protein (IHH), Grem1, Rora, Mecp2, and Npnt before OB differentiation and Itga8, Fgfr2, and Dnmt3a after early OB differentiation.

**Fig. 3.**
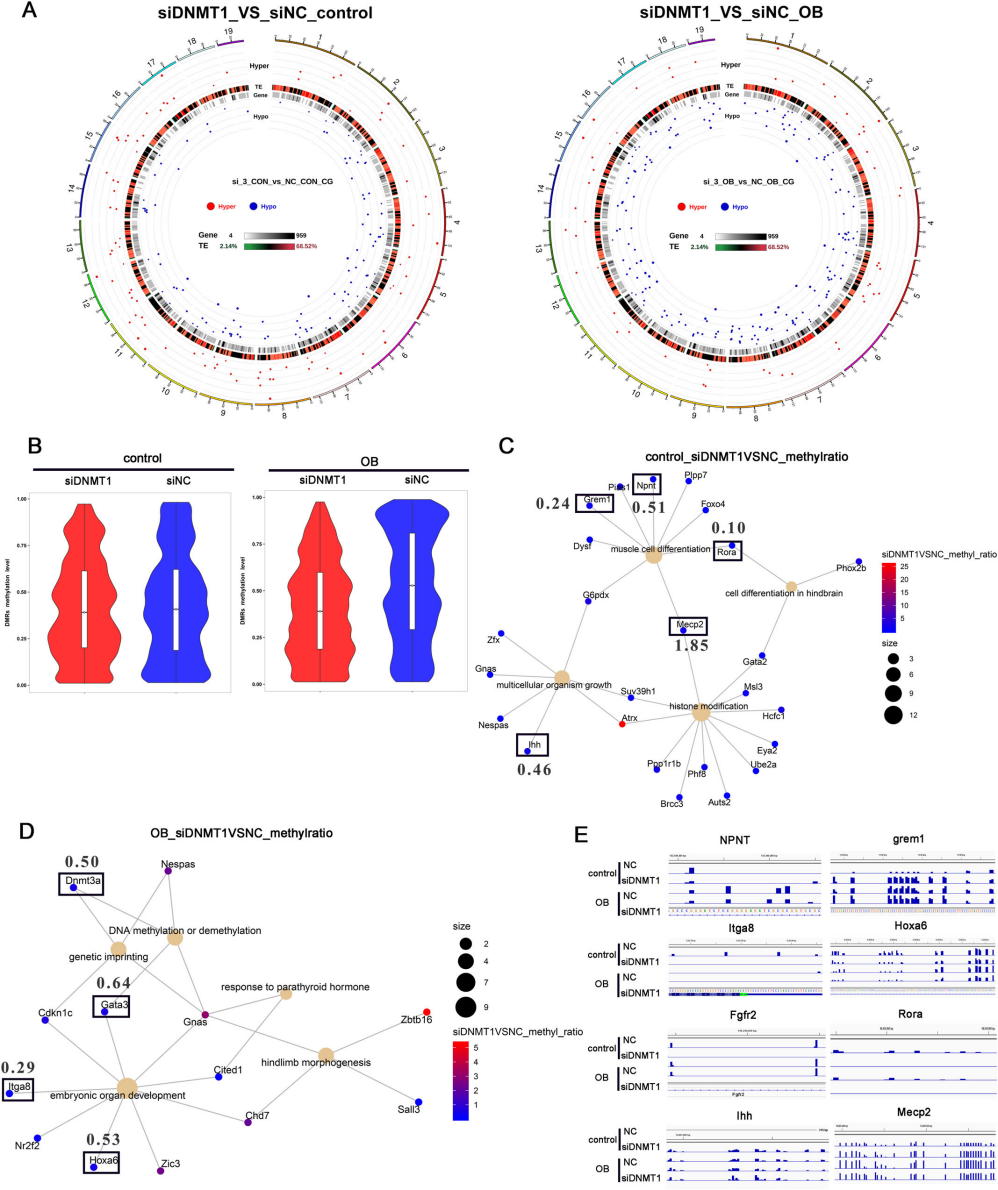
**DNMT1 controls the methylation of key osteogenic or chondrogenic genes.** C3H10T1/2 mesenchymal stem cells were transfected with DNMT1 (or non-targeting, NC) siRNA, induced for early osteoblast (OB) differentiation, and analyzed for global DNA methylation by reduced representation bisulfite sequencing. (A) A circos plot indicating the hypermethylated (red) or hypomethylated (blue) regions over all the chromosomes. Control, left panel; OB, right panel. (B) Violin plot showing the region methylation levels of these cells. The DNMT1 depleted cells were left untreated (C) or induced for early OB differentiation (D), with differentially methylated genes analyzed by a GO_BP assay and shown by a CNET plot. The most important genes were highlighted by black rectangles. The relative methylation levels (siDNMT1 VS NC) were also indicated. (E) The methylation levels and regions of these genes were viewed by IGV.

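Counted by chromosome, more promoters fell than rose by at least 0.1 with siDNMT1 on 11 of the 20 chromosomes compared (1 to 19 and X) in uninduced cells. More rose on 8, which were chromosomes 2, 5, 6, 11, 16, 18, 19 and X, and the numbers were equal on 1. In the OB libraries more fell on 17 chromosomes, and more rose on chromosomes 12 and X, with equal numbers on 1. The counts per chromosome are small. In OB cells chromosome 7 had the most. It had 18 promoters that fell and 7 that rose in uninduced cells and 32 and 15 in OB cells. On chromosome 15, 17 fell and 5 rose in uninduced cells and 22 and 3 in OB cells. On chromosome 19, 2 fell and 5 rose in uninduced cells and 9 and 1 in OB cells. The median difference over all promoters of a chromosome was negative on 18 chromosomes in uninduced cells and on all 20 in OB cells, between -0.00897 on chromosome X and -0.00195 on chromosome 18. At a threshold of 0.05, more promoters fell than rose on 18 chromosomes in uninduced cells. Between the 2 NC libraries, more fell from uninduced to OB on 18 chromosomes, and chromosome X had 10 that fell and 25 that rose.

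**Figure D4:**
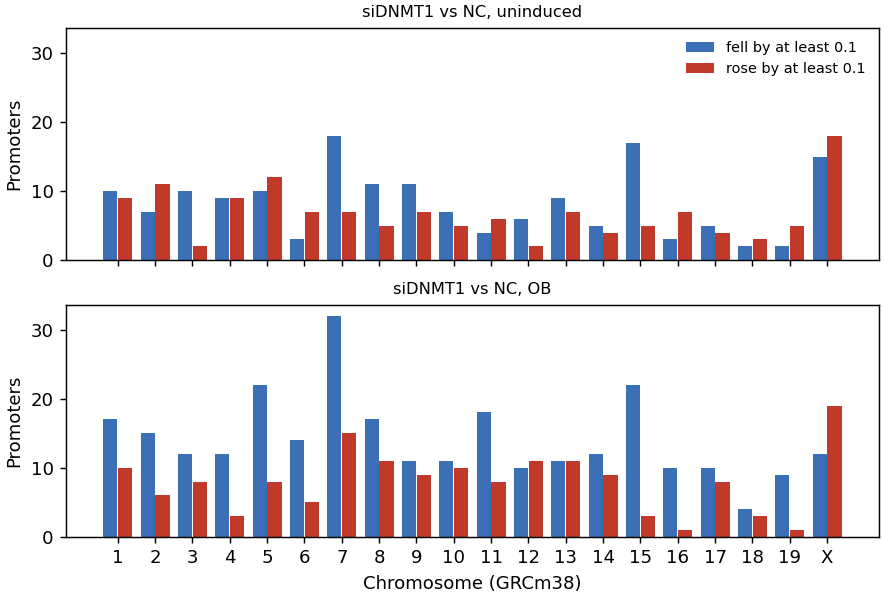
Number of promoters (vertical axes) on each chromosome (horizontal axis) whose methylation level fell (blue) or rose (red) by at least 0.1 with siDNMT1 relative to NC, in uninduced cells (top) and after OB induction (bottom), 1 library per condition. The highest bar is that of the 32 promoters on chromosome 7 that fell after OB induction.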

Additionally, to further clarify the downstream effects of these hypomethylated regions or loci on global gene expression, mRNA expression profile of C3H10T12 MSCs with or without DNMT1 depletion were analyzed by next-generation RNA-sequencing. Consistent with previous identified roles of DNMT1 in suppressing both OBs and chondrocyte differentiation, DNMT1 depletion resulted in enhanced expression of genes involved in positive regulation of ossification, cartilage development, bone morphogenesis, and muscle cell differentiation before OB differentiation (Fig. 4A), while upregulated expression of genes involved in ossification, muscle organ development, and extracellular matrix organization after early OB differentiation (Fig. 4B).

**Fig. 4.**
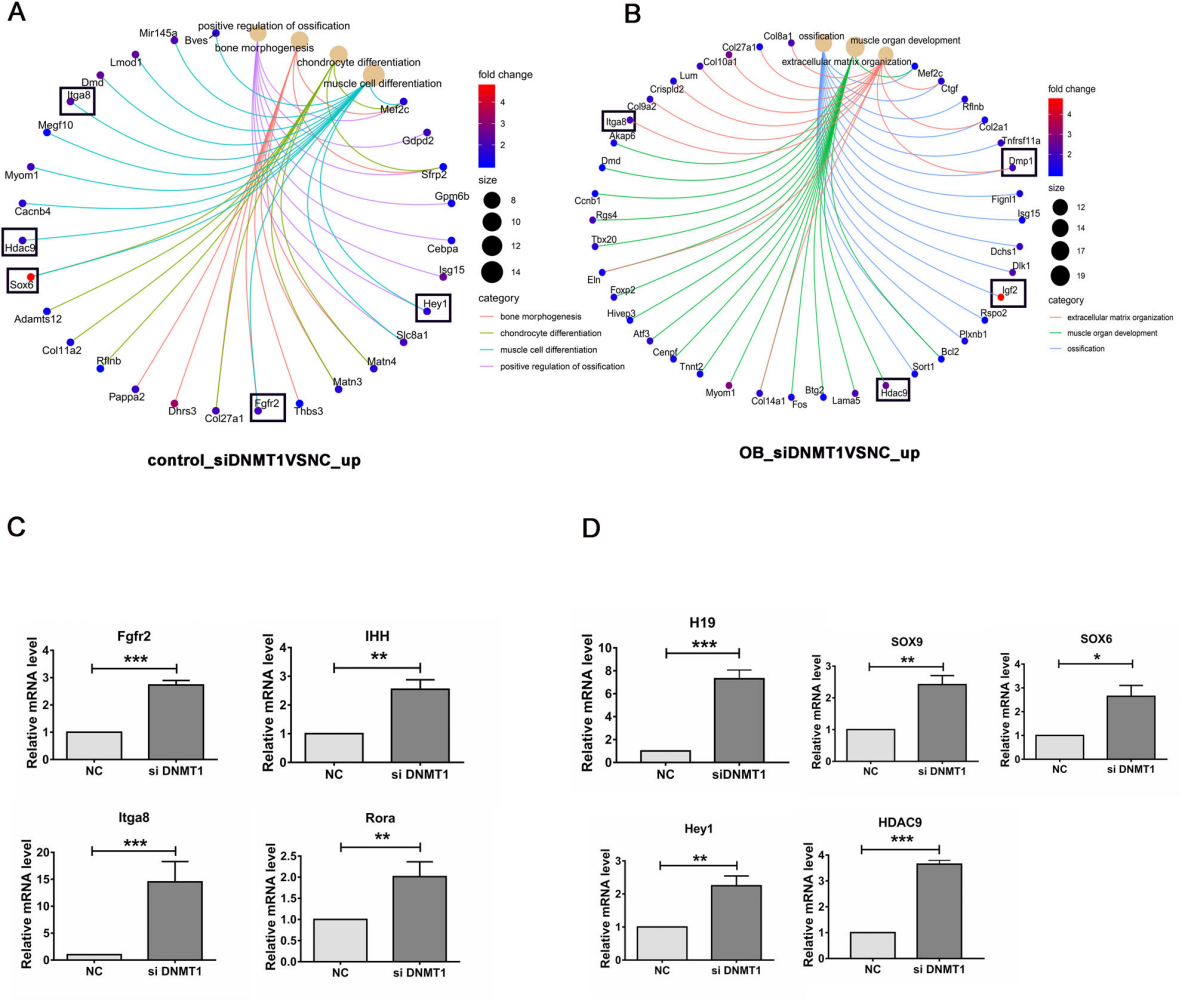
**DNMT1 controls the expression of key osteogenic or chondrogenic genes.** C3H10T1/2 mesenchymal stem cells were transfected with DNMT1 (or non-targeting, NC) siRNA, induced for early osteoblast (OB) differentiation, and analyzed for global mRNA expression by next-generation RNA-sequencing. The upregulated genes in DNMT depleted cells either uninduced (A) or during OB differentiation (B) were subjected to a GO_BP assay, with enriched GO terms and genes shown by a circular CNET plot. Fold changes are indicated with different colors, representing the log2-transformed siDNMT1/NC ratio. The most important genes are highlighted by black rectangles. Expression of the genes with (C) or without concomitant alteration (D) in promoter methylation were verified by RT-qPCR. *, *P*<0.05; **, *P*<0.01, ***, *P*<0.001 (two-tailed unpaired *t*-tests, *n*=3).

The upregulation of genes with concomitant promoter hypomethylation were confirmed by RT-qPCR. Consistent with RNA-seq data, DNMT1 depletion resulted in enhanced Itga8, Rora, Ihh, and Fgfr2 mRNA expression (Fig. 4C). Remarkably, the transcription of other key osteogenic or chondrogenic factors, including, but not limited to, lncRNA H19, HDAC9, Hey1, Sox9, and Sox6 (Fig. 4D) were also significantly enhanced upon DNMT1 depletion, corroborating the suppression of DNMT1 on osteogenesis or chondrogenesis. 

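None of the promoters of H19, Hdac9, Hey1, Sox9 and Sox6 changed by at least 0.1 between siDNMT1 and NC, before or after OB induction, and neither did any of the exon, intron or UTR entries listed for these genes. H19 (ENSMUSG00000000031, minus strand of chromosome 7, 142575529 to 142578143) is a long noncoding RNA gene with a highly methylated promoter, whose level was 0.697 with NC and 0.659 with siDNMT1 in uninduced cells and 0.614 and 0.550 in OB cells. The differences, -0.0387 and -0.0634, were matched or exceeded by 17.4% and 11.8% of the 500 promoters nearest in level. The H19 promoter also fell by 0.0835 between the 2 NC libraries. Its exons had levels of 0.516 and 0.550 in uninduced cells and 0.599 and 0.528 in OB cells. The Hey1 promoter (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256) stayed between 0.0163 and 0.0226 in the 4 libraries. The Sox9 promoter (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) had levels of 0.112 and 0.126 with NC and siDNMT1 in uninduced cells, and 0.0939 and 0.0880 in OB cells. The Sox6 promoter (ENSMUSG00000051910, chromosome 7, 115470872 to 116038796) had 0.272 and 0.248, and 0.232 and 0.235. The Hdac9 promoter (ENSMUSG00000004698, chromosome 12, 34047580 to 34917095) had 0.0605 and 0.0687, and 0.0488 and 0.0440. In OB cells the difference was -0.0315 at the exons of Hdac9 and -0.0304 at the introns of Sox6. With 1 library per condition, a change smaller than the differences seen between libraries at similar promoters cannot be excluded.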

Interestingly, these genes have no detectable methylation alterations at either their promoters or gene bodies (data not shown), suggesting that their expression may not be directly regulated by DNMT1-mediated DNA methylation.

### RORA and Fgfr2 is required to suppress osteogenic and chondrogenic differentiation downstream of DNMT1

Chromatin immunoprecipitation (chIP)-qPCR was performed to analyze whether DNMT1 binds to the promoter region of RORA and Fgfr2, to identify whether they are directly targeted and methylated by DNMT1. As expected, DNMT1 binds exactly to the hypomethylated region, triggered by DNMT1 depletion at the promoter of RORA and Fgfr2 (Fig. 5A), indicating that these CGIs are directly methylated by DNMT1. Consistently, simultaneous knockdown of RORA or Fgfr2 with DNMT1 markedly suppressed OB differentiation enhanced by DNMT1 depletion (Fig. 5B), suggesting that RORA and Fgfr2 are required for modulating the suppressing effect of DNMT1 on OB differentiation.

**Fig. 5.**
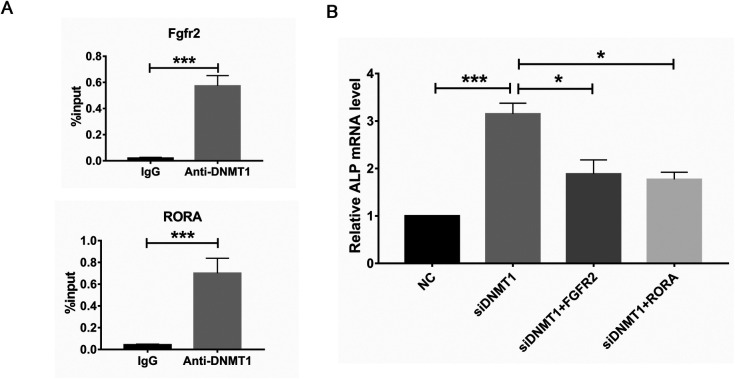
**RORA and Fgfr2 acts downstream of DNMT1 to regulate osteoblast differentiation.** (A) Binding of DNMT1 to the promoter region of RORA or Fgfr2 in C3H10T1/2 mesenchymal stem cells (MSCs) was analyzed by chromatin IP-qPCR. (B) C3H10T1/2 MSCs were simultaneously transfected with DNMT1 (or non-targeting, NC) and RORA (Fgfr2) siRNA, induced for osteoblast differentiation for 8 days, followed by examination of ALP expression via RT-qPCR. *, *P*<0.05; **, *P*<0.01; ***, *P*<0.001 (two-tailed unpaired *t*-tests, *n*=3).

## DISCUSSION

DNMT1 has been intensively shown to promote tumorigenesis (Wong, 2020a; 2020b), while its role in mesenchyme development remains elusive. Although DNMT1 has been shown to be essential for expression of myogenic genes, myotubes formation, and consequent myogenic differentiation (Liu et al., 2016), the direct targets of DNMT1 in MSC lineage switch are largely unknown. In the current study, we show that DNMT1 expression is reduced during OB differentiation of MSCs or osteoprogenitors, but enhanced in osteoprogenitors of humans and mice with age-related bone loss. Consistently, DNMT1 depletion promotes OB differentiation of both MSCs and osteoprogenitors. In addition, by assessing global methylation alterations in CpG dinucleotides in the CpG islands as well as the resultant alterations in gene expression in response to DNMT1 depletion with a coupled RRBS-RNA-seq approach in MSCs, we demonstrated RORA and Fgfr2 is hypomethylated at their promoter regions with corresponding elevated mRNA levels downstream of DNMT1 silencing to promote MSC osteogenic differentiation. Additionally, expression of a large portion of other osteogenic or chondrogenic factors are enhanced, which may be a secondary effect of DNMT1 silencing, but also functions to amplify the osteogenic or chondrogenic signaling.

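In the whole-promoter levels Rora and Ihh were slightly higher with siDNMT1 than with NC in uninduced cells and slightly lower in OB cells, as was Fgfr2. The differences were 0.00254 and -0.00536 for Rora, 0.00846 and -0.00882 for Ihh, and 0.0133 and -0.0112 for Fgfr2. The start that the Fgfr2 promoter entry refers to is uncertain, so its values may not describe the promoter at the RefSeq start. Differences of these sizes were common among promoters of similar level: 85.4% of the nearest promoters differed as much as Rora in uninduced cells, 57.2% as much as Ihh and 56.8% as much as Fgfr2. The files give CpG islands as well. The island across the start of Ihh (chromosome 1, 74950632 to 74952093) had levels of 0.158 with NC and 0.165 with siDNMT1 in uninduced cells, and 0.146 and 0.133 in OB cells. Another island inside Ihh (74948138 to 74948436) was higher with siDNMT1 both times, 0.209 and 0.268, then 0.216 and 0.254. The shore across the RefSeq start of Rora (chromosome 9, 68651545 to 68653544) had 0.0427 and 0.0251, then 0.0158 and 0.0242. The island next to that shore (68653546 to 68654962) was lower with siDNMT1 both times, 0.0636 and 0.0554, then 0.0575 and 0.0522. A distal island of Rora (69289646 to 69291400) was higher both times, 0.132 and 0.142, then 0.122 and 0.147. The Fgfr2 island near the RefSeq start (chromosome 7, 130264992 to 130266512) had 0.0348 and 0.0396, then 0.0325 and 0.0298. The 5′ UTR entry of Rora was low in every library, between 0.0305 and 0.0340, and that of Fgfr2 between 0.0349 and 0.0463. The introns of Fgfr2 fell from 0.521 to 0.509 in uninduced cells and from 0.508 to 0.481 in OB cells. No expression values were analysed here.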

After DNMT1 depletion, key OB lineage-determining genes, such as Rora, Fgfr2, and Ihh, exhibited promoter demethylation and concomitant upregulation in their mRNA expression, suggesting that DNMT1 may function to suppress early osteogenesis. However, the expression of a large body of genes involved in osteogenesis or chondrogenesis was enhanced without prominent alteration in promoter methylation, such as Hey1, Sox9, Sox6, and lncRNA H19. The observed limited consistency between increased transcripts and demethylation in their coding genes may reflect either transcriptional alteration secondary to DNMT1 depletion, or the non-catalytic functions of DNMT1 documented previously (Espada, 2012). Interestingly, our results, together with our previous finding that overexpression of DNMT1 leads to hypermethylation of H19 promoter and consequent impairment of osteogenesis *in vitro* (Li et al., 2018), support a possible role of DNMT1-H19 signaling in OB differentiation.

Besides the hypomethylated regions, DNMT1 silencing also resulted in individual hypomethylated CpG loci at the promoter of some genes, such as *Wnt3a* and *HDAC9* (Fig. S1), with concomitant upregulation of their mRNA levels. Although most current studies have focused on the regulatory role of differentially methylated regions on gene expression, single-CpG-site based methylation difference may also significantly affect the expression of various genes (Furst et al., 2012; Lim et al., 2018; Kallenberger et al., 2019). Since HDAC9 represses adipogenic differentiation via deactivation of the C/EBPα promoter (Chatterjee et al., 2011), the hypomethylation of a single CpG loci at the promoter of HDAC9 may also contribute to its transcriptional activation and consequent repression of adipogenesis. Furthermore, we revealed that promoter of DNMT3A is methylated by DNMT1, which may explain why some CGIs became hypermethylated in response to DNMT1 silencing and implicate a potential role of this DNMT1–DNMT3A crosstalk in osteogenesis or chondrogenesis.

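The Dnmt3a entries in the files were mostly lower with siDNMT1 after OB induction. The 5′ UTR level was 0.0849 with NC and 0.0658 with siDNMT1, the introns went from 0.402 to 0.358, the exons from 0.536 to 0.518 and the 3′ UTR from 0.603 to 0.578. The island near the GENCODE start of the gene (chromosome 12, 3806274 to 3808370) stayed low, at 0.0274 and 0.0293, while an island inside the gene (3891227 to 3891634) fell from 0.492 to 0.402. Of the 500 promoters nearest in level, 30.4% differed as much as that of Dnmt3a. In uninduced cells the 5′ UTR had the opposite sign, with 0.0904 and 0.101. Among all 14095 CpG islands with a level in the 4 libraries, 36 fell and 32 rose by at least 0.1 with siDNMT1 in uninduced cells, and 50 fell and 46 rose in OB cells. The median island difference was 0.000474 in uninduced and -0.00111 in OB cells. The promoter of Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730), another de novo methyltransferase gene, was higher with siDNMT1 in both comparisons, by 0.0143 in uninduced and 0.0401 in OB cells. Of the 500 promoters nearest in level, 49.8% and 17.8% differed as much. The other Dnmt3b entries were lower in OB cells: exons (-0.0296), introns (-0.0267), 3′ UTR (-0.0147) and 5′ UTR (-0.000823). In uninduced cells its exons (0.00934) and 5′ UTR (0.000948) were higher, and its introns (-0.00650) and 3′ UTR (-0.0371) lower. The promoter of Tet1, which encodes an enzyme that oxidizes methylcytosine, differed by -0.00705 and -0.00625, that of Tet2 by 0.00733 and -0.00534, and that of Tet3 by 0.00198 and 0.00418.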

Taken together, using coupled analysis of both methylation profile and transcriptome regulated by DNMT1, our results suggest that DNMT1 may inhibit both OB and chondrocyte differentiation via relatively complex and non-linear mechanisms. Indeed, our finding that DNMT1 is overexpressed in the trabecular bone of patients and mice with SOP and our previous finding that DNMT1 expression is upregulated in the femoral tissues of rats with disuse osteoporosis (Li et al., 2018) together support the crucial role of DNMT1 in suppression of bone formation *in vivo*. Further studies are required to investigate the anti-osteogenic and anti-chondrogenic mechanism of DNMT1 in detail, and to evaluate the effectiveness of DNMT1-specific inhibitors, such as MG98 (Amato et al., 2012), in the prevention and treatment of age-related bone loss in animal models.

## MATERIALS AND METHODS

### Chemicals and reagents

Lipofectamine 3000 was purchased from Invitrogen (Carlsbad, CA, USA). Prolong Antifade Reagent was from Molecular Probes (Invitrogen, Carlsbad, CA, USA). MEM Non-Essential Amino Acids (100×) were from Gibco (Grand Island, NY, USA). Nitrocellulose membranes were from Millipore (Bedford, MA, USA). cOmplete (EDTA-free, ROCHE). BCIP/NRT Alkaline Phosphatase Color Development Kit was from Beyotime (Shanghai, China). The primary anti-DNMT1 antibody for WB (catalogue number A16729) was from ABclonal Technology (Wuhan, China), and the one for ChIP (clone 60B1220.1; catalogue number MAB0079) was from Novus Biologicals (CO, USA).

### Human biopsies

The study protocols concerning human subjects were consistent with the principles of the Declaration of Helsinki and were approved by the clinical research ethics committee of Southern Medical University (Guangzhou, China). Femoral neck specimens were obtained from male patients with age-related osteoporosis (*n*=10) or control subjects (young men with trauma, *n*=6), recruited with written informed consent from the Department of Orthopedic Trauma, Panyu District Central Hospital of Guangzhou, China. Diagnosis of age-related osteoporosis was based on bone mineral density, measured by dual energy X-ray absorptiometry scanning (Guglielmi, 1995).

### Cell culture and siRNA transfection

C3H10T1/2 cells (ATCC, catalogue number CCL-226; American Type Culture Collection, Manassas, VA, USA) were cultured in Modified Eagle's Medium supplemented with 10% FBS, 1% non-essential amino acids, L-glutamine and sodium pyruvate (all from Gibco, Carlsbad, CA, USA). MC3T3-E1 cells (ATCC; catalogue number CRL-2594) were cultured in α-modified Eagle medium (Gibco) with 10% FBS. HEK293 cells (ATCC; catalogue number CRL-1573) were cultured in Dulbecco's Modified Eagle's Medium (Gibco) with 10% FBS. All cells were cultured at 37°C in 5% CO_2_. The siRNAs were transfected into cells using Lipofectamine 3000 according to the manufacturer's instructions. The following siRNA sequences were used: DNMT1-1, CGACTACATCAAAGGCAGCAA (5′-3′), DNMT1-2, GCAAAGAGTATGAGCCAATAT (5′-3′); NC, TTCTCCGAACGTGTCACGT (5′-3′) (GenePharma, Shanghai, China).

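The DNMT1-2 sequence GCAAAGAGTATGAGCCAATAT lies in the mouse Dnmt1 gene (ENSMUSG00000004099), on the minus strand of chromosome 9 of GRCm38 from 20922867 to 20922887. All 21 bases fall in exon 19 (20922766 to 20922917) and in the coding sequence of the 4 protein-coding GENCODE vM21 transcripts that contain it, and no transcript of another gene contains it. The DNMT1-1 sequence CGACTACATCAAAGGCAGCAA has no exact match on chromosomes 1 to 19, X and Y of GRCm38 on either strand, nor in any GENCODE vM21 transcript, and the NC sequence TTCTCCGAACGTGTCACGT has 0 matches in either as well. The paper's text does not name which of the DNMT1 siRNAs was used for the bisulfite libraries. The methylation files hold no expression values, so the extent of the knockdown in these libraries was not measured here. The Dnmt1 promoter had levels of 0.244 with NC and 0.226 with siDNMT1 in uninduced cells, and 0.197 and 0.187 in OB cells.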

### Animals

Male C57BL/6 mice (3-month or 13-month-old) were purchased from the Laboratory Animal Center of Southern Medical University (Guangzhou, China). Mice were housed in plastic cages at controlled temperatures of 25±1°C, on a 12-h light:12-h dark cycle, with lights on from 06:00–18:00. Standard rodent chow and water were provided *ad libitum* throughout the study period.

### Osteogenic induction and evaluation

Cells were plated into 24-well plates and subjected to osteogenic or adipogenic differentiation induction when the cells reached 80% density or full confluence, respectively. For osteogenic induction, cells were maintained in complete medium supplemented with 50 μM L-ascorbic acid (Sigma-Aldrich), 10 mM β-glycerophosphate (Sigma-Aldrich), 10^−3^ μM dexamethasone (Sigma-Aldrich) and 1% penicillin-streptomycin (Gibco). Subsequently, the cells were stained using an ALP staining kit, according to the manufacturer's protocol (Beyotime Institute of Biotechnology, Jiangsu, China) to estimate osteogenic differentiation.

### Quantitative RT-PCR

Total RNA from C3H10T1/2 cell lines were extracted using TRIzol reagent (Life Technologies, Carlsbad, CA, USA), and reverse transcribed using HIScript QRT MIX for qPCR (+gDNA wiper) (Vazyme Biotech, Nanjing, China). The resulting cDNAs were used for PCR using the SYBR-Green Master PCR Mix (Takara Bio Inc., Shiga, Japan). All data were normalized against endogenous GAPDH controls of each sample. The primers used in the present study are listed below.

### Immunohistochemistry

Femora samples from either human or mice were decalcified for 20–30 days in decalcification solution (1.45% ETDA, 1.25% NaOH, 1.5% Glycerol, pH 7.3) at 4°C. Decalcified bones were processed and embedded in paraffin, and 5 μm sagittal-oriented sections were prepared for histological analyses. Immunohistochemistry was performed on 5 μm sections of formalin-fixed paraffin-embedded tissues. Sections were deparaffinized and dehydrated through a graded ethanol series, then the sections were repaired in citrate buffer at 60°C for 16 h, followed by 5 min in PBS, and endogenous peroxidase was blocked by incubation in 0.3% H_2_O_2_ for 15 min. After incubating with 5% BSA for 1 h, sections were incubated with appropriate primary antibodies overnight at 4°C, and then with the relevant secondary antibody for 1 h at 37°. Finally, color was developed by incubating with a DAB substrate kit (ZSGB-BIO, Beijing, China) and counterstained with hematoxylin. Immunostained sections were imaged on an Axio Scope A1 microscope (Carl Zeiss Microscopy GmbH, Jena, Germany) and processed using AxioCam HRc3 S/N 2254–ZEN 2011 software.

### Library construction and reduced representation bisulfite sequencing

A total amount of 5.2 μg genomic DNA spiked with 26 ng lambda DNA were fragmented by sonication to 200-300 bp with Covaris S220, followed by end repair and adenylation. Cytosine-methylated barcodes were ligated to sonicated DNA as per manufacturer's instructions. Then these DNA fragments were treated twice with bisulfite using EZ DNA Methylation-GoldTM Kit (Zymo Research), before the resulting single-strand DNA fragments were PCR amplificated using KAPA HiFi HotStart Uracil+ReadyMix (2X). Library concentration was quantified by Qubit^®^ 2.0 Flurometer (Life Technologies, CA, USA) and quantitative PCR, and the insert size was assayed on Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina Hiseq 2500/4000 or Novaseq platform and 125 bp/150 bp paired-end reads were generated. Image analysis and base calling were performed with Illumina CASAVA pipeline, and finally 125 bp/150 bp paired-end reads were generated. After filtering the raw reads with Trimmomatic (Version 0.36), bisulfite-treated reads were aligned to the mm10 reference genome with the Bismark software (version 0.16.3). Differentially methylated regions (DMRs) were then identified using the DSS software. According to the distribution of DMRs through the genome, genes related to DMRs were defined as genes whose gene body region (from TSS to TES) or promoter region (upstream 2 kb from the TSS) have an overlap with the DMRs.

### RNA-sequencing

Total RNA was extracted from control or DNMT1 depleted C3H10T1/2 cells before or after osteoblast induction for 3 days, using TRIzol reagent (Invitrogen) following the manufacturer's protocol. Poly(A) RNA was purified from total RNA (5 μg) using poly-T oligo-attached magnetic beads, using two rounds of purification. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were then reverse transcribed to create the final cDNA library, in accordance with the protocol for the TruSeq RNA Sample Preparation v.2 (catalogue numbers RS-122-2001 and RS-122-2002) (Illumina). The paired-end sequencing was carried out on an Illumina Hiseq 2500 following the manufacturer's recommended protocol. Before assembly, the low-quality reads (defined as reads containing sequencing adaptors; reads containing sequencing primer; and nucleotides with a q quality score lower than 20) were removed using the Trimmomatic software. Sequencing reads were aligned to the reference genome using HISAT2 package. The mapped reads of each sample were assembled and counted using the featureCounts package. After a matrix of read counts was generated, differential gene expression was analysed using the R package edgeR. The differentially expressed genes were selected by R package with log2 (fold change) values of ≥1 or log2 (fold change) values of ≤−1 and with statistical significance of *P*<0.05.

### ChIP-qPCR

ChIP-qPCR assays were performed on chromatin isolated from ∼4×10^6^ cells with the ChIP Assay Kit (catalogue number 9005 s, CST, USA) according to the manufacturer's instructions.

The following primers were used: RORA F, CTCTCGCCCGTCTCCTTTTC; RORA R CTGCCCGGTTCGCTGG; Fgfr2 F, TCAAAGGAACGCGCCCAGTAG; Fgfr2 R, GAAGGCGCGGGTAAACCTATTT.

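On GRCm38 the RORA primers match chromosome 9 at 68653678 to 68653697 (plus strand) and 68653841 to 68653856 (minus strand), which bounds a product of 179 bp with 13 CpGs. The product starts 274 bases downstream of the RefSeq 5′ end of Rora at 68653404 and overlaps the first exon of the GENCODE transcript ENSMUST00000034766 by 71 bases, 21 of 5′ UTR and 50 of coding sequence. It lies inside a CpG island of 1417 bp with 127 CpGs (68653546 to 68654962). The siDNMT1 minus NC difference of that island was -0.00818 in uninduced and -0.00533 in OB cells. The Fgfr2 primers match chromosome 7 at 130265498 to 130265518 and 130265683 to 130265704, a product of 207 bp with 9 CpGs. It lies 1104 to 1310 bases downstream of the RefSeq 5′ end of Fgfr2 at 130266808, in an intron of the 4 protein-coding GENCODE transcripts that span it. Its CpG island has 1521 bp and 146 CpGs (130264992 to 130266512). The level of that island was 0.0348 with NC and 0.0396 with siDNMT1 in uninduced cells, and 0.0325 and 0.0298 in OB cells. An island level covers the whole island, so the CpGs of the products alone were not resolved. The chromatin immunoprecipitation itself has no values among those analysed here.

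**Figure D5:**
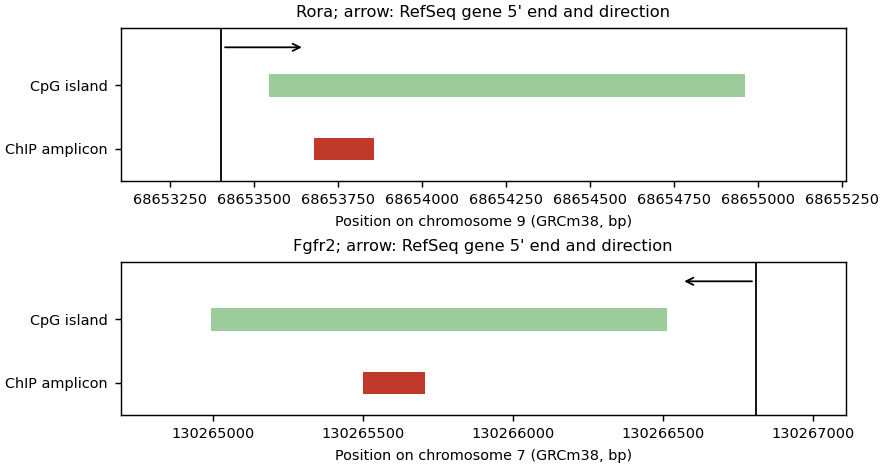
Position of the ChIP-qPCR products (red) and of the CpG islands that hold them (green) at Rora on chromosome 9 (top) and Fgfr2 on chromosome 7 (bottom) of GRCm38, drawn to scale in bp. The vertical line is the RefSeq 5′ end of the gene and the arrow its direction of transcription. The products of 179 bp and 207 bp both lie inside an island, downstream of the 5′ end.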

### iTRAQ labeling and LC–MS/MS proteomics

Articular cartilages were removed and bone marrow were flushed out with PBS. Total protein samples were then extracted from the distal femur of the 3-month or 16-month C57BL/6 mice with lysis buffer and centrifuged at 12,000 ***g*** for 30 min at 4°C. At the end, 100 μg of each protein was used for enzymolysis and iTRAQ^®^ labeling. iTRAQ^®^ labeling was performed using a previously described method (Liu et al., 2010) and the peptide samples were labeled with the iTRAQ^®^ Reagent Multiplex Kit (Applied Biosystems, Foster City, CA, USA). LC–MS/MS was performed by the Fitgene Biological Technology Co. Ltd (Fitgene, Guangzhou, China). Protein Pilot software v4.0 (Applied Biosystems) was used to convert the raw data into peak lists. The average relative expression, *P*-values, error factors, lower confidence interval, and upper confidence interval were calculated with Protein Pilot and then exported into Excel.

### Bioinformatics analysis

The transcriptomes of C310T1/2 cells, before or after osteoblastic induction, were subjected to gene ontology (GO) and KEGG pathway analysis using the ClusterProfiler and enrichplot Bioconductor R packages (Yu et al., 2012), following website guidelines. The cnetplot function provided in the ClusterProfiler package was used to visualize GO functional enrichment results. For reduced representation bisulfite sequencing, the vioplot R package (https://cran.r-project.org/web/packages/vioplot/index.html) was used to draw violin plots to rank differentially methylated regions.

### Statistical analysis

All statistical analyses were conducted using GraphPad Prism 5 software. Data were analyzed using two-tailed *t*-tests or one-way analysis of variance with multiple comparisons, followed by the Bonferroni post-hoc test for significance. A *P*-value less than 0.05 was considered statistically significant.

## Supplementary Material

Supplementary information

## References

[BIO058534C1] Akiyama, H. and Lefebvre, V. (2011). Unraveling the transcriptional regulatory machinery in chondrogenesis. *J. Bone Miner. Metab.* 29, 390-395. 10.1007/s00774-011-0273-921594584PMC3354916

[BIO058534C2] Amato, R. J., Stephenson, J., Hotte, S., Nemunaitis, J., Belanger, K., Reid, G. and Martell, R. E. (2012). MG98, a second-generation DNMT1 inhibitor, in the treatment of advanced renal cell carcinoma. *Cancer Invest.* 30, 415-421. 10.3109/07357907.2012.67538122571342

[BIO058534C3] Bestor, T. H. (2000). The DNA methyltransferases of mammals. *Hum. Mol. Genet.* 9, 2395-2402. 10.1093/hmg/9.16.239511005794

[BIO058534C4] Bowers, R. R., Kim, J. W., Otto, T. C. and Lane, M. D. (2006). Stable stem cell commitment to the adipocyte lineage by inhibition of DNA methylation: role of the BMP-4 gene. *Proc. Natl. Acad. Sci. USA* 103, 13022-13027. 10.1073/pnas.060578910316916928PMC1559746

[BIO058534C5] Chatterjee, T. K., Idelman, G., Blanco, V., Blomkalns, A. L., Piegore, Jr., M. G., Weintraub, D. S., Kumar, S., Rajsheker, S., Manka, D., Rudich, S. M. et al. (2011). Histone deacetylase 9 is a negative regulator of adipogenic differentiation. *J. Biol. Chem.* 286, 27836-27847. 10.1074/jbc.M111.26296421680747PMC3149373

[BIO058534C6] Chen, Q., Shou, P., Zheng, C., Jiang, M., Cao, G., Yang, Q., Cao, J., Xie, N., Velletri, T., Zhang, X. et al. (2016). Fate decision of mesenchymal stem cells: adipocytes or osteoblasts? *Cell Death Differ* 23, 1128-1139. 10.1038/cdd.2015.168.26868907PMC4946886

[BIO058534C7] Elliott, E. N., Sheaffer, K. L., Schug, J., Stappenbeck, T. S. and Kaestner, K. H. (2015). Dnmt1 is essential to maintain progenitors in the perinatal intestinal epithelium. *Development* 142, 2163-2172. 10.1242/dev.11734126023099PMC4483766

[BIO058534C8] Espada, J. (2012). Non-catalytic functions of DNMT1. *Epigenetics* 7, 115-118. 10.4161/epi.7.2.1875622395459

[BIO058534C9] Fernandez-Moure, J. S., Corradetti, B., Chan, P., Van Eps, J. L., Janecek, T., Rameshwar, P., Weiner, B. K. and Tasciotti, E. (2015). Enhanced osteogenic potential of mesenchymal stem cells from cortical bone: a comparative analysis. *Stem Cell Res Ther* 6, 203. 10.1186/s13287-015-0193-z26503337PMC4620594

[BIO058534C10] Furst, R. W., Kliem, H., Meyer, H. H. and Ulbrich, S. E. (2012). A differentially methylated single CpG-site is correlated with estrogen receptor alpha transcription. *J. Steroid Biochem. Mol. Biol.* 130, 96-104. 10.1016/j.jsbmb.2012.01.00922342840

[BIO058534C11] Georgia, S., Kanji, M. and Bhushan, A. (2013). DNMT1 represses p53 to maintain progenitor cell survival during pancreatic organogenesis. *Genes Dev.* 27, 372-377. 10.1101/gad.207001.11223431054PMC3589554

[BIO058534C12] Goll, M. G. and Bestor, T. H. (2005). Eukaryotic cytosine methyltransferases. *Annu. Rev. Biochem.* 74, 481-514. 10.1146/annurev.biochem.74.010904.15372115952895

[BIO058534C13] Gordon, J. A., Hassan, M. Q., Saini, S., Montecino, M., van Wijnen, A. J., Stein, G. S., Stein, J. L. and Lian, J. B. (2010). Pbx1 represses osteoblastogenesis by blocking Hoxa10-mediated recruitment of chromatin remodeling factors. *Mol. Cell. Biol.* 30, 3531-3541. 10.1128/MCB.00889-0920439491PMC2897555

[BIO058534C14] Guglielmi, G. (1995). Quantitative computed tomography (QCT) and dual X-ray absorptiometry (DXA) in the diagnosis of osteoporosis. *Eur. J. Radiol.* 20, 185-187. 10.1016/0720-048X(95)00647-98536745

[BIO058534C15] Kallenberger, L., Erb, R., Kralickova, L., Patrignani, A., Stockli, E. and Jiricny, J. (2019). Ectopic Methylation of a Single Persistently Unmethylated CpG in the Promoter of the Vitellogenin Gene Abolishes Its Inducibility by Estrogen through Attenuation of Upstream Stimulating Factor Binding. *Mol. Cell. Biol.* 39, 00436-19. 10.1128/MCB.00436-19PMC685135231548262

[BIO058534C16] Katagiri, T., Yamaguchi, A., Ikeda, T., Yoshiki, S., Wozney, J. M., Rosen, V., Wang, E. A., Tanaka, H., Omura, S. and Suda, T. (1990). The non-osteogenic mouse pluripotent cell line, C3H10T1/2, is induced to differentiate into osteoblastic cells by recombinant human bone morphogenetic protein-2. *Biochem. Biophys. Res. Commun.* 172, 295-299. 10.1016/S0006-291X(05)80208-61699539

[BIO058534C17] Kawakami, Y., Rodriguez-Leon, J. and Izpisua Belmonte, J. C. (2006). The role of TGFbetas and Sox9 during limb chondrogenesis. *Curr. Opin. Cell Biol.* 18, 723-729. 10.1016/j.ceb.2006.10.00717049221

[BIO058534C18] Li, E., Bestor, T. H. and Jaenisch, R. (1992). Targeted mutation of the DNA methyltransferase gene results in embryonic lethality. *Cell* 69, 915-926. 10.1016/0092-8674(92)90611-F1606615

[BIO058534C19] Li, B., Zhao, J., Ma, J. X., Li, G. M., Zhang, Y., Xing, G. S., Liu, J. and Ma, X. L. (2018). Overexpression of DNMT1 leads to hypermethylation of H19 promoter and inhibition of Erk signaling pathway in disuse osteoporosis. *Bone* 111, 82-91. 10.1016/j.bone.2018.03.01729555308

[BIO058534C20] Liberti, D. C., Zepp, J. A., Bartoni, C. A., Liberti, K. H., Zhou, S., Lu, M., Morley, M. P. and Morrisey, E. E. (2019). Dnmt1 is required for proximal-distal patterning of the lung endoderm and for restraining alveolar type 2 cell fate. *Dev. Biol.* 454, 108-117. 10.1016/j.ydbio.2019.06.01931242446PMC6822389

[BIO058534C21] Lim, K.-H., Park, E.-S., Kim, D. H., Cho, K. C., Kim, K. P., Park, Y. K., Ahn, S. H., Park, S. H., Kim, K.-H., Kim, C. W. et al. (2018). Suppression of interferon-mediated anti-HBV response by single CpG methylation in the 5'-UTR of TRIM22. *Gut* 67, 166-178. 10.1136/gutjnl-2016-31274228341749

[BIO058534C22] Liu, Y., Wu, J., Yan, G., Hou, R., Zhuang, D., Chen, L., Pang, Q. and Zhu, J. (2010). Proteomic analysis of prolactinoma cells by immuno-laser capture microdissection combined with online two-dimensional nano-scale liquid chromatography/mass spectrometry. *Proteome Sci* 8, 2. 10.1186/1477-5956-8-220205839PMC2825229

[BIO058534C23] Liu, R., Kim, K. Y., Jung, Y. W. and Park, I. H. (2016). Dnmt1 regulates the myogenic lineage specification of muscle stem cells. *Sci. Rep.* 6, 35355. 10.1038/srep3535527752090PMC5082760

[BIO058534C24] Nagarajan, A., Roden, C. and Wajapeyee, N. (2014). Reduced representation bisulfite sequencing to identify global alteration of DNA methylation. *Methods Mol. Biol.* 1176, 23-31. 10.1007/978-1-4939-0992-6_325030916

[BIO058534C25] Pierce, J. L., Begun, D. L., Westendorf, J. J. and McGee-Lawrence, M. E. (2019). Defining osteoblast and adipocyte lineages in the bone marrow. *Bone* 118, 2-7. 10.1016/j.bone.2018.05.01929782940PMC6240509

[BIO058534C26] Schubeler, D. (2015). Function and information content of DNA methylation. *Nature* 517, 321-326. 10.1038/nature1419225592537

[BIO058534C27] Sheaffer, K. L., Kim, R., Aoki, R., Elliott, E. N., Schug, J., Burger, L., Schubeler, D. and Kaestner, K. H. (2014). DNA methylation is required for the control of stem cell differentiation in the small intestine. *Genes Dev.* 28, 652-664. 10.1101/gad.230318.11324637118PMC3967052

[BIO058534C28] Sottile, V., Halleux, C., Bassilana, F., Keller, H. and Seuwen, K. (2002). Stem cell characteristics of human trabecular bone-derived cells. *Bone* 30, 699-704. 10.1016/S8756-3282(02)00674-911996907

[BIO058534C29] Taylor, S. E. B., Li, Y. H., Smeriglio, P., Rath, M., Wong, W. H. and Bhutani, N. (2016). Stable 5-Hydroxymethylcytosine (5hmC) Acquisition Marks Gene Activation During Chondrogenic Differentiation. *J. Bone Miner. Res.* 31, 524-534. 10.1002/jbmr.271126363184PMC4860191

[BIO058534C30] Wang, W., Strecker, S., Liu, Y., Wang, L., Assanah, F., Smith, S. and Maye, P. (2015). Connective Tissue Growth Factor reporter mice label a subpopulation of mesenchymal progenitor cells that reside in the trabecular bone region. *Bone* 71, 76-88. 10.1016/j.bone.2014.10.00525464947PMC4274218

[BIO058534C31] Wong, K. K. (2020a). DNMT1 as a therapeutic target in pancreatic cancer: mechanisms and clinical implications. *Cell Oncol (Dordr)* 43, 779-792. 10.1007/s13402-020-00526-432504382PMC12990712

[BIO058534C32] Wong, K. K. (2020b). DNMT1: A key drug target in triple-negative breast cancer. *Semin. Cancer Biol* 72, 198-213. 10.1016/j.semcancer.2020.05.01032461152

[BIO058534C33] Yamashita, M., Inoue, K., Saeki, N., Ideta-Otsuka, M., Yanagihara, Y., Sawada, Y., Sakakibara, I., Lee, J., Ichikawa, K., Kamei, Y. et al. (2018). Uhrf1 is indispensable for normal limb growth by regulating chondrocyte differentiation through specific gene expression. *Development* 145, pii: dev.157412. 10.1242/dev.15741229180567

[BIO058534C34] Yu, G., Wang, L.-G., Han, Y. and He, Q.-Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* 16, 284-287. 10.1089/omi.2011.011822455463PMC3339379

[BIO058534C35] Zhang, M., Lu, Q., Miller, A. H., Barnthouse, N. C. and Wang, J. (2016). Dynamic epigenetic mechanisms regulate age-dependent SOX9 expression in mouse articular cartilage. *Int. J. Biochem. Cell Biol.* 72, 125-134. 10.1016/j.biocel.2016.01.01326806292PMC4762732

# Supplementary material for: DNMT1 is a negative regulator of osteogenesis
**Source:** Biol Open. 2022 Mar 3;11(3):bio058534. doi: 10.1242/bio.058534
**Supplement:** Supplementary information

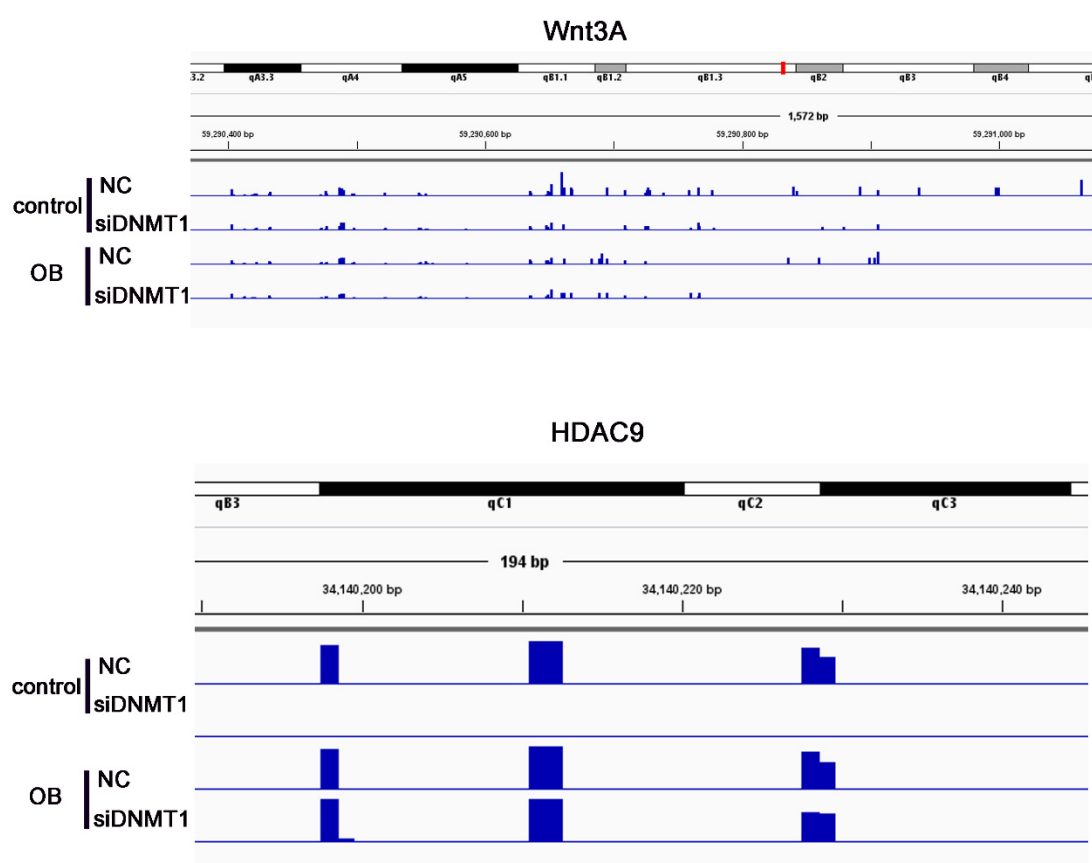

**Fig. S1. Two hypomethylated loci in DNMT1 depleted MSCs.**

C3H10T1/2 mesenchymal stem cells (MSCs) were transfected with DNMT1 (or non-targeting, NC) siRNA, induced for early osteoblast (OB) differentiation, and analyzed for global DNA methylation by reduced representation bisulfite sequencing. 

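Fig. S1 shows single CpG sites, whereas the deposited levels cover whole regions, so the single sites were not resolved here. Wnt3a (ENSMUSG00000009900) lies on the minus strand of chromosome 11 of GRCm38 from 59248033 to 59290752. Its promoter level was 0.0789 with NC and 0.0890 with siDNMT1 in uninduced cells, and 0.0395 and 0.0375 after OB induction. The CpG island across its start (59288914 to 59291135) had 0.145 and 0.144 in uninduced cells, and 0.126 and 0.114 after OB induction. The difference between the 2 NC libraries at the promoter, -0.0395, was larger than either difference between siDNMT1 and NC. For Hdac9 the intron entry, a single level over the introns of the gene, was 0.586 with NC and 0.562 with siDNMT1 in uninduced cells, and 0.601 and 0.585 after OB induction. Of the 500 genes nearest in intron level, 23.6% differed as much in uninduced cells and 68.4% after OB induction. The CpG island listed for Hdac9 (chromosome 12, 34906698 to 34907447) had 0.0562 and 0.0571 in uninduced cells, and 0.0571 and 0.0432 after OB induction.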

The methylation levels of 2 individual loci at the promoter of Wnt3a, or an intron of HDAC9, were viewed by IGV, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

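Reduced representation bisulfite sequencing was read in 4 libraries of the mouse cell line C3H10T1/2, 1 for each combination of NC or DNMT1 siRNA with no induction or 3 days of OB induction. Conditions were taken from the sample labels and the study's methods, and both name the same 4 groups. RNA-seq, RT-qPCR, ChIP-qPCR and proteomics were not analysed here.

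The authors filtered the reads with Trimmomatic (version 0.36), aligned them to mm10 with Bismark (version 0.16.3) and identified DMRs with DSS. They deposited, for each library, the fraction of methylated CpG cytosines per region, from 0 to 1, for CpG islands, shores, promoters, 5′ UTRs, exons, introns, 3′ UTRs and repeats. Promoters are defined in the methods as the 2 kb upstream of the transcription start. The methods do not give the coverage minimum for a region or how the cytosines of a region were weighted. The values include no read counts, so depth per library and per region is unknown, no interval was computed for a single level, and tests on counts were not possible. The number of regions listed was between 155398 and 159705 per library and was lowest in the siDNMT1 OB library. DMRs and single CpG sites were not analysed here, since the deposited fractions cover whole regions.

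Differences between levels were taken as siDNMT1 minus NC, separately in uninduced and OB cells, over regions with a level in all 4 libraries. A change was counted from 0.1, and top-methylated promoters were those with a mean level of at least 0.75. The share of changed promoters that fell has a 95% Wilson interval, and medians have a 95% interval from order statistics. Both treat regions as independent and cover no variation between cultures. With 1 library per condition there are no replicates, so no p-values were computed. A list of genes was placed by the percentile of its median among 10000 random lists of promoters matched in 20 classes of mean level, and a single region by the share of the 500 regions nearest in mean level that differed at least as much. The difference between the 2 NC libraries served as a yardstick, although it also holds the effect of OB induction. Gene bodies are the exon and intron entries together.

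Gene symbols and positions came from GENCODE vM21 and RefSeq on GRCm38. Positions are counted from 1. The genes named are those the study names for methylation in its text and Fig. 3, Fig. 4 and Fig. S1, the genes of DNMT and TET enzymes, and the promoters changed by at least 0.2 in the same direction in both siDNMT1 comparisons, at most 5 per direction, ranked by the smaller of the 2 changes. This rule, the thresholds and the list of alternatives were fixed before the data were examined. CpG islands of the named genes were added afterwards.

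The functions were tested on simulated data before use. Of 200 promoters simulated with a fall of 0.3, 200 were recovered at the 0.1 threshold. In the same simulation, with 200 observations per promoter, 162 of the 19952 unchanged promoters fell and 144 rose by at least 0.1 from sampling alone. Of 20 random lists of unchanged promoters, 18 fell in the central 95% of percentiles. Alternatives covered the threshold, the set of promoters, the minimum level, autosomes only, centring each library on its median, the way top-methylated regions are picked, the matching of random lists and other regions of the named genes. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.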

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

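The tests on CpG islands in OB against uninduced libraries, on autosomes and on chromosome X, were chosen only after the results were seen, and the other tests in this part were set beforehand.

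Several results had opposite signs in the 2 siDNMT1 comparisons. The median difference of 5′ UTRs was 0.000635 in uninduced and -0.000697 in OB cells, a gap of -0.00133. For CpG islands the gap between the comparisons was -0.00159, and for X-linked promoters -0.00991. Among the genes the paper names, the gap was -0.0173 at the Ihh promoter, -0.00790 at Rora, 0.00285 at Itga8, -0.0245 at Fgfr2, -0.0131 at Hdac9, -0.0200 at Sox9, 0.0271 at Sox6 and -0.0121 at Wnt3a. With 1 library per condition the gaps were not tested against replicates. For the 8 promoters, between 33.0% (Sox9) and 71.6% (Rora) of the 500 promoters nearest in level had a gap as large, so these reversals cannot be told apart from differences between libraries.

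The paper does not discuss 9 promoters that changed by at least 0.2 in the same direction in both siDNMT1 comparisons, given here with the smaller of their 2 changes. The promoters that fell were those of Gm14800 (-0.333), Nat3 (-0.253), Gm32486 (-0.236) and Gprc6a (-0.208). The promoters that rose were those of Zfp280b (0.584), Gm26697 (0.275), Zfp750 (0.270), Gm26197 (0.222) and Gm27452 (0.222). Other regions of these genes did not always follow. The 5′ UTR of Nat3 differed by -0.0893 in uninduced and 0.185 in OB cells. The introns of Zfp750 (-0.143 and -0.391) went against its promoter. The introns of Gprc6a (-0.0119 and -0.0393) and a shore of Gm26697 (0.0375 and 0.0301) went with theirs. The Gm32486 promoter had a level of 1 with NC and 0 with siDNMT1 in OB cells. The Zfp280b promoter (chromosome 10, gene from 76032650 to 76043234) had a level of 0 with NC and 0.636 with siDNMT1 in uninduced cells, and 0.0476 and 0.632 in OB cells. If the gain covered the gene's start, its other regions would rise too. Of the 6 other regions listed for the gene, 0 rose by at least 0.1 in both comparisons. This test says little about noise in 1 sparsely covered region. The shore directly upstream (76030488 to 76032487), the only one of the 6 that fills the same 2 kb, is listed only in the siDNMT1 libraries, at 0.654 and 0.702, so it could not be counted as a rise, and the other 5 lie at the start of the gene or further downstream. A candidate explanation is therefore that different CpGs of the promoter were read in the NC and siDNMT1 libraries. Levels per CpG would be needed to tell this from a gain of methylation.

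Repeats are listed in the files and not discussed in the paper. Their median siDNMT1 minus NC difference was -0.00535 in uninduced and -0.0158 in OB cells, while between the 2 NC libraries it was 0.00603. Under incomplete bisulfite conversion in the NC OB library, repeats with low levels would fall as well. The median OB difference at the 2324 repeats below a level of 0.1 was 0, against -0.0196 at the 21409 repeats of at least 0.5, which goes against incomplete bisulfite conversion as the reason. The 9 repeat classes examined all had a negative median in OB cells, from -0.0137 at LINE/L1 to -0.0223 at SINE/B2. A loss of methylation after DNMT1 depletion remains a hypothesis with 1 library per condition.

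The OB libraries differed from the uninduced libraries apart from siDNMT1, which the paper does not report. At the 1168 autosomal CpG islands with a mean level of 0.3 to 0.5, the median NC OB minus NC uninduced difference was -0.0367, and over all islands it was -0.00313. At islands below 0.05 it was -0.00136, which is small beside that fall and goes against incomplete bisulfite conversion. Sampling noise would give even odds of direction, whereas 72.2% of the islands that changed by at least 0.1 both within NC and within siDNMT1 changed the same way. The same islands had a median of -0.0429 between the siDNMT1 libraries. These values are in line with a real difference between uninduced and OB libraries, but no library separates OB induction from culture time, density or library preparation, so the effect of induction cannot be told apart from another difference between them.

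X-linked islands moved the other way. The median NC OB minus NC uninduced difference of the 214 X-linked islands at a level of 0.3 to 0.5 was 0.0277. For levels of 0.1 to 0.5 the X-linked median exceeded the autosomal one by 0.0518, so a shift of the whole library in 1 direction cannot account for both. X-linked islands with a level of at least 0.6 had a median of -0.00245. A different share of inactive X chromosomes among the cells could produce a rise at intermediate levels alone, but this share was not measured, and that explanation cannot be told apart from others.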

How the results depend on the processing

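Which alternatives to run was decided before the data were examined, except for the CpG islands of the named genes. No paired analysis was possible because each condition has 1 library. A coverage minimum could not be varied because the levels come without coverage, and cytosine contexts other than CpG could not be added, so these alternatives were not run. Depth is unknown, which limits every count at the 0.1 threshold.

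The share of changed promoters that fell stayed above 50% under 7 of 8 alternatives in uninduced cells and under all 8 in OB cells. In uninduced cells it became 39.7% at a threshold of 0.2, a reversal whose interval includes 50%. The interval lay above 50% for any difference other than 0 (53.3%, 52.6% to 54.0%), at a threshold of 0.05 and, barely, for autosomes only (56.0%). The share was 51.0% (152 fell and 146 rose, 95% Wilson interval 45.4% to 56.6%), close to an even split, when each library was centred on its median. In OB cells it was 73.4% at a threshold of 0.05, 52.1% at 0.2 and 55.4% when each library was centred on its median, against 63.9%. The centred counts were 230 that fell and 185 that rose. At 0.2, 49 fell and 45 rose in OB cells, and the interval (42.1% to 61.9%) includes 50%. The number of promoters that fell or rose, 299 in uninduced and 441 in OB cells, was 1259 and 1885 at a threshold of 0.05, 63 and 94 at 0.2, and 20121 and 20106 for any difference other than 0. In gene bodies the share that fell was 61.3% and 77.7% at a threshold of 0.05 and 50.4% and 58.2% at 0.2 in uninduced and OB cells, against 56.9% and 67.8%. The number of chromosomes with more promoters that fell rose from 11 to 18 in uninduced cells at a threshold of 0.05. Centring removes any shift of a whole library, a loss across the genome included, so the lower shares after it follow in part from the method and are no test of such a loss. For the other shifts the cause was not tested.

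The median gap between the OB and uninduced differences went from -0.00292 to -0.00985 with promoters of mean level at least 0.1. At top-methylated regions the median stayed negative under all 7 alternatives in both comparisons. In uninduced cells it was -0.0119 for promoters picked by the NC library, -0.00781 by the siDNMT1 library, -0.00771 at a level of at least 0.5 and -0.00811 in gene bodies. In OB cells it was -0.0226 and -0.0167 for the same picks and -0.0117 at a level of at least 0.9. Picking by a library that enters the difference moves the median in opposite directions for NC and siDNMT1, and picking by the other comparison's libraries (-0.00998 and -0.0199) avoids this.

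X-linked minus autosomal medians depended on the set. In uninduced cells the value was 0.00861 at levels of 0.1 to 0.6, against 0.00167. In OB cells it reversed from -0.00532 to 0.00652 at those levels and to 8.32e-05 in gene bodies, and the share of X-linked changed promoters that fell reversed from 38.7% to 53.4% at a threshold of 0.05. The percentile of the Fig. 3D list reversed from 54.7 to 45.8 with its autosomal genes; all percentiles of both lists lay between 45.8 and 85.5. The cause was not tested. The count of genes stated to be unchanged with a difference of at least 0.1 was 0 at promoters and 0 in their other regions.

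For single genes, adding 0.01 to both levels cannot carry a ratio across 1, so it tests the size alone. Other regions reversed the siDNMT1/NC ratio, relative to the promoter, for Ihh (introns 0.988), Rora (5′ UTR 0.935, exons 0.732 and, chosen after the data were seen, an island at 0.871), Npnt (introns 1.08), Itga8 (5′ UTR 0.574, introns 0.946 and an island chosen afterwards at 0.922), Fgfr2 (5′ UTR 1.16, exons 1.01), and, at islands chosen afterwards, Dnmt3a (1.07) and Gata3 (1.19); the cause was not tested. Of the 62 single-gene alternatives, 10 others moved without a reversal.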

Differences from the paper's values

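The paper gives siDNMT1/NC methylation ratios beside genes in Fig. 3C and Fig. 3D. The ratios of the whole-promoter levels in the deposited files differ from them for 8 genes, and none of the alternatives set before the data were examined (other regions of the gene, 0.01 added to both levels) closed the gap except where stated.

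For Rora in uninduced cells the paper's value is about 0.10 in Fig. 3C, read by eye, and the promoter ratio was 1.02. For Grem1 the paper's value is about 0.24 in Fig. 3C, read by eye, and the promoter ratio was 1.25. For Ihh the paper's value is about 0.46 in Fig. 3C, read by eye, against 1.06. For Npnt it is about 0.51 in Fig. 3C, read by eye, against 0.907. In OB cells, the paper's value for Itga8 is about 0.29 in Fig. 3D, read by eye, and the promoter ratio was 1.05. For Dnmt3a it is about 0.50 in Fig. 3D, read by eye, against 0.881. For Hoxa6 it is about 0.53 in Fig. 3D, read by eye, against 0.867; the CpG island at its start, chosen after seeing the values, had a ratio of 0.589, within 1.5 times the paper's. For Gata3 it is about 0.64 in Fig. 3D, read by eye, against 0.980. With the 5′ UTR of Gata3 in place of the promoter the ratio was 0.684, near the paper's. An island inside the gene, chosen after seeing the values, had 0.641. The exons (0.959) and the 3′ UTR (0.954) came barely within 1.5 times the paper's value. The introns (0.971) and 0.01 added to both levels (0.981) did not. These ratios all lie near that of the promoter, and with a value read by eye the cutoff cannot separate them.

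The paper describes the promoters of Rora and Ihh as losing methylation after DNMT1 depletion without OB induction. Their whole-promoter differences in uninduced cells were 0.00254 and 0.00846. Grem1 is shown with a ratio below 1 in Fig. 3C, and its promoter level rose from 0.395 to 0.495. The paper gives the promoter of Itga8 as hypomethylated after OB induction, and its difference there was 0.000769. The paper's discussion describes a hypomethylated single CpG at the promoters of Wnt3a and Hdac9, and the legend of Fig. S1 places the latter in an intron. Over the whole promoter, the differences were 0.0101 and 0.00824 in uninduced cells, and in the paper's direction after OB induction, at -0.00197 and -0.00488. The introns of Hdac9 were lower both times, with differences of -0.0243 and -0.0163. Single CpGs and DMRs were not analysed here, so a loss confined to part of a promoter cannot be excluded.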

Other observations

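In this part, the tests of bisulfite conversion, of a loss in proportion to the level and of the direction of promoters changed in both comparisons were chosen only after the result was seen.

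Promoter methylation was lower with siDNMT1 than with NC after OB induction, most of all at methylated promoters. Incomplete bisulfite conversion in the NC OB library would raise promoters with little methylation too. The median difference of autosomal promoters below 0.05 was 9.04e-05, against -0.0195 at top-methylated promoters, which goes against that explanation. Regression to the mean of a selected group would remove the fall when the promoters are picked by the uninduced libraries, and the median was then -0.0199. A loss in proportion to the level would give a similar relative difference at all levels. In the 3 classes from 0.3 to 0.9, the only ones the test covered, it was between -3.53% and -2.53% of the NC level, and the ratio of the largest to the smallest was 1.40. In the classes left out it was 0.719% below 0.05, -5.41% from 0.05 to 0.1 and -4.77% from 0.1 to 0.3, so the difference was not proportional over all levels. A small loss at methylated CpGs after DNMT1 depletion is a possible reading of the falls. A difference in cell division or in library preparation between the 2 OB libraries was not tested, and with 1 library per condition this remains a hypothesis.

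Promoters that changed by at least 0.1 in both siDNMT1 comparisons changed in the same direction about as often as in opposite directions. Of these 98 promoters, 49.0% (48) changed in the same direction (95% Wilson interval 39.3% to 58.7%), which is what sampling noise would give, although an effect of siDNMT1 that depends on OB induction could give it as well. Their 2 kb upstream held a median of 26 CpGs, against 38 over all promoters. Changed promoters also differ from the rest in level: 279 of the 299 that changed in uninduced cells had a mean level of at least 0.1, against 11696 of all 20152. The CpG counts were not matched on level, so they cannot tell whether few CpGs added to noise. By contrast, 79.9% of the 194 promoters that changed from uninduced to OB both within NC and within siDNMT1 changed in the same direction. Across promoters, which are not independent replicates, Pearson's r between the 2 siDNMT1 differences was 0.0714, and between the 2 OB differences 0.314. Single promoters past the 0.1 threshold in 1 comparison are thus weak evidence for a target of DNMT1 in these libraries, whereas the small shift at methylated promoters was seen in both comparisons.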
